# Impact of Cigarette Smoke on the Human and Mouse Lungs: A Gene-Expression Comparison Study

**DOI:** 10.1371/journal.pone.0092498

**Published:** 2014-03-24

**Authors:** Mathieu C. Morissette, Maxime Lamontagne, Jean-Christophe Bérubé, Gordon Gaschler, Andrew Williams, Carole Yauk, Christian Couture, Michel Laviolette, James C. Hogg, Wim Timens, Sabina Halappanavar, Martin R. Stampfli, Yohan Bossé

## Abstract

Cigarette smoke is well known for its adverse effects on human health, especially on the lungs. Basic research is essential to identify the mechanisms involved in the development of cigarette smoke-related diseases, but translation of new findings from pre-clinical models to the clinic remains difficult. In the present study, we aimed at comparing the gene expression signature between the lungs of human smokers and mice exposed to cigarette smoke to identify the similarities and differences. Using human and mouse whole-genome gene expression arrays, changes in gene expression, signaling pathways and biological functions were assessed. We found that genes significantly modulated by cigarette smoke in humans were enriched for genes modulated by cigarette smoke in mice, suggesting a similar response of both species. Sixteen smoking-induced genes were in common between humans and mice including six newly reported to be modulated by cigarette smoke. In addition, we identified a new conserved pulmonary response to cigarette smoke in the induction of phospholipid metabolism/degradation pathways. Finally, the majority of biological functions modulated by cigarette smoke in humans were also affected in mice. Altogether, the present study provides information on similarities and differences in lung gene expression response to cigarette smoke that exist between human and mouse. Our results foster the idea that animal models should be used to study the involvement of pathways rather than single genes in human diseases.

## Introduction

There are more than one billion cigarette smokers on the planet; cigarette smoking being responsible for five million deaths every year worldwide [1]. Moreover, the chronic and insidious nature of smoking-related diseases can reduce the quality of life for many decades. In an effort to limit the social and economic impact of cigarette smoke on our society, it is critical to dissect and decipher the mechanisms by which cigarette smoke impacts lung biology and leads to pulmonary and systemic diseases.

In the past decades, our understanding of the cellular and molecular consequences of cigarette smoke exposure on the lung has expanded tremendously owing to new research tools, and increased availability of clinical samples and animal models. Despite major technological advancements, one important problem remains; observations made in animal models do not always reflect human pathobiology. As a consequence, we are still facing the translational challenge associated with the use of animals to model human diseases, including chronic obstructive pulmonary disease (COPD) [2].

There is currently no large-scale study comparing the pulmonary gene expression profile associated to cigarette smoke exposure in humans and mice. Such study has the potential to identify a conserved response to cigarette smoke between the two species, identify new genes and cellular pathways affected by cigarette smoke, validate the use of animal models in investigating the role played by given genes or pathways, and facilitate the translation of knowledge acquired in animal models to clinically relevant findings.

Using a human and a mouse whole-genome expression study, we identified the pulmonary genes, pathways and biological functions affected by cigarette smoke in a mouse model of cigarette smoke exposure and validated the findings in a previously described large-scale transcriptomic human data set [3]. We found that genes associated with cigarette smoke in humans were significantly enriched in the lung gene expression response to cigarette smoke in mice. We also identified 6 new genes induced by cigarette smoke in both humans and mice. In addition, we found a new conserved pulmonary response to cigarette smoke in the induction of phospholipid metabolism/degradation pathways. Finally, biological functions altered by smoking were very similar between both species.

## Methods

### Ethics Statement

Sample collection from human subjects was reviewed and approved by the *Institut universitaire de cardiologie et de pneumologie de Québec* (IUCPQ) ethics board. All subject provided written informed consent. Animal experiments were performed in respect to the Canadian Council on Animal Care policies and guidelines. McMaster’s Animal Research Ethics Board (AREB) reviewed and approved animal experimentation protocols.

### Human Data Set Characteristics

Human subjects and the lung specimen collection were described previously [3]. Non-tumor lung specimens were collected from patients undergoing lung cancer surgery at the IUCPQ. Non-neoplastic pulmonary parenchyma was harvested from a site as distant as possible from the tumor, immediately snap-frozen in liquid nitrogen, and stored at −80°C until further processing. Lung specimens were stored at the Respiratory Health Network Biobank of the Fonds de recherche du Québec - Santé (FRQS) (www.tissuebank.ca). Clinical characteristics of subjects are shown in Table 1. Smoking status was self-reported and validated by quantification of plasma cotinine levels using high-performance liquid chromatography-tandem mass spectrometry (ACQUITY UPLC System and the Quattro Premier XE; Waters). Current smokers with cotinine levels lowered than 15 ng/mL and never smokers with cotinine levels above 0.4 ng/mL were excluded from the analysis.

**Table 1:** Clinical characteristics of subjects.

Variables	*Never smokers (n = 43)*	*Current smokers (n = 90)*
**Gender (male:female)**	13∶30 (30.2% male)	46∶44 (51.1% male)
**Age (y)**	56.6+/−11.8 (0)	62.5+/−9.5 (0)
**BMI (kg/m2)**	27.9+/−6.4 (0)	25.9+/−4.6 (2)
**FEV1% predicted**	91.3+/−15.4 (4)	75.1+/−15.5 (6)
**FVC% predicted**	95.5+/−15.2 (6)	87.7+/−14.1 (0)
**Cardiac diseases**	9 (20.9%; 0)	26 (28.9%; 0)
**Diabetes**	2 (4.7%; 0)	11 (12.2%; 0)
**COPD**	7 (19.4; 7)	60 (71.4%; 6)
**Asthma**	1 (2.3%; 0)	2 (2.2%; 0)

**Note:** Continuous variables are mean+/−SD. The number of missing values is shown between parentheses.

### Animals, Cigarette Smoke Exposure and Lung Tissue Processing

Female BALB/c mice were obtained from Charles River at 6–8 weeks of age. Using a whole body exposure system (SIU48, PROMECH LAB AB, Vintrie, Sweden), mice (5 per group) were exposed to room air or the mainstream cigarette smoke of twelve 3R4F reference cigarettes (University of Kentucky, Lexington, USA) with filters removed 5 days per week, twice daily for 50 minutes/exposure for 8 weeks, as previously described [4]–[6]. Control animals were exposed to room air only. Lungs were collected and stored in RNALater at −80°C prior to RNA extraction.

### Comparison of Gene Expression and Statistical Analysis

The human and mouse genomic datasets were deposited in the GEO repository with accession number GSE23546 and GSE55127, respectively. All gene expression analyses were carried out with the R statistical software and packages (Mouse:LIMMA, Human: Affy & MASS). Human gene expression was analyzed as described previously [3]. Briefly, gene expression profiling was performed using a custom Affymetrix array (see GEO platform GLP10379). Expression values were extracted using Robust Multichip Average (RMA), adjusted for age, sex, and height, and compared between never and current smokers using Wilcoxon tests. Mice gene expression profiling was measured using the whole mouse gene expression 44K V2 microarray (Agilent Technologies) and normalized using the *limma* package. Wilcoxon tests were used to detect gene differentially expressed between mice exposed and non-exposed to smoking. Genes were considered differentially expressed for Benjamini-Hochberg corrected p-value <0.05. The lists of genes differentially expressed in human and mouse were then compared. A head-to-head comparison was performed considering the interspecies differences in gene names using the Biomart software (www.ensembl.org/biomart/martview).

Biological pathways analyses were performed using the Ingenuity Pathways Analysis software (IPA, Ingenuity Systems, www.ingenuity.com). Independent core analyses were performed in mice and humans to identify biological functions and canonical pathways enriched for smoking-induced genes. The Gene Set Enrichment Analysis (GSEA) program [7] was also used to identify gene sets from the Molecular Signatures Database (MSigDB) that were enriched with smoking-induced genes. A specific gene set was also derived from our previous study on the impact of smoking on gene expression in human lung [3]. In the later study, 3,223 transcripts were deemed significantly associated with smoking. This smoking-induced gene set was tested for enrichment against the ranked gene list from the mouse microarray experiment. All parameters in the GSEA analysis were kept as default.

## Results

### Similarities in the Number of Genes, Pathways and Biological Functions Affected by Cigarette Smoke in Humans and Mice

Humans and mice share most of their protein-coding genes, but mouse- and human-specific genes are also found [8]. We therefore initiated the analysis by identifying the number of genes in common on both gene expression microarray platforms used in this study. 

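Lung RNA of 5 mice exposed to cigarette smoke and 5 mice exposed to room air was measured on Agilent whole mouse genome arrays, with 1 lung per array. The mice were females of BALB/c, an inbred laboratory strain, and the smoke-exposed mice received the smoke of 12 cigarettes in each of 2 exposures of 50 minutes per day, 5 days per week, for 8 weeks. The authors deposited the scanner output of each array, made with Agilent Feature Extraction 9.5.3.1, and a table of processed log2 values. An array held 43379 spots that were not controls, and these measured 41174 probes. The sample labels name a single dye, whereas every scanner file holds a green and a red channel, so the content of the channels was read from genes unrelated to smoke. Ddx3y, a gene of the Y chromosome, had a log2 processed signal of 9.92 ± 0.43 in green and 2.97 ± 1.15 in red (SD, n = 10 arrays). Eif2s3y and Kdm5d, also of the Y chromosome, had 9.76 ± 0.35 and 8.12 ± 0.27 in green and 2.76 ± 0.26 and 4.06 ± 0.74 in red. These 3 genes were well above background on 10 of 10 arrays in green and on 2, 0 and 1 arrays in red, and Uty, another such gene, was well above background on 0 arrays in either channel. Sftpc, Scgb1a1 and Ager, which lung cells express, were brighter in red than in green by 6.39, 6.72 and 4.83 on the log2 scale. Red was therefore taken as the RNA of the female lungs and green as a reference that includes male RNA, and each level was expressed as the log2 ratio of red over green. The table of processed values gives the mean log2 of both channels, and its groups are exchanged against the scanner files. All 286449 values in it equal, within 0.0001, those of the array with the same replicate number in the other group, and 286 equal those of the array of the same name. The scanner files were used as assigned to the samples, and every direction of change given for these mice rests on that assignment and on the reading of the channels.

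**Figure D1:**
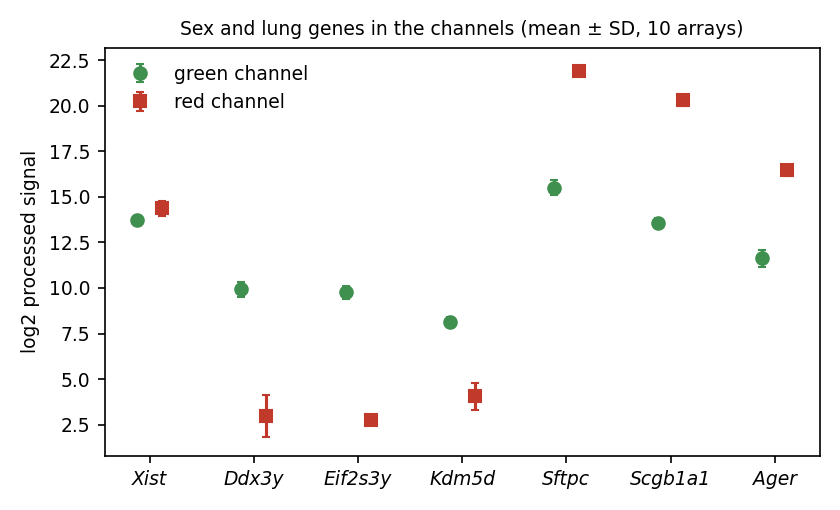
Log2 processed signal (vertical axis) of sex and lung genes (horizontal axis) in the green channel (circles) and the red channel (squares), mean and SD over 10 arrays; SDs smaller than the symbols are hidden. The Y chromosome genes Ddx3y, Eif2s3y and Kdm5d lie higher in green, and the lung genes Sftpc, Scgb1a1 and Ager lie higher in red.

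In the red channel, 67.8 to 76.7% of the spots were well above background in the lungs exposed to room air (median 71.7%) and 64.9 to 77.5% in the smoke-exposed lungs (median 69.5%). The median red signal was 1.81 to 2.46 times the background in the first group and 1.68 to 2.82 times in the second, and the number of arrays limits the precision. Background was corrected with normexp and an offset of 50, which lowers the fold changes of dim probes, ratios were normalized by loess within each array, and the groups were compared with limma. The Benjamini-Hochberg adjustment was made over 41173 probes, at an adjusted p threshold of 0.05. A gene with several probes was represented by its brightest probe in red. The paper's methods name limma for the normalization, without its function, and Wilcoxon tests for the comparison. With 5 mice against 5 the smallest exact two-sided Wilcoxon p is 0.00794, and after adjustment that test called 0 probes, against 5444 at an unadjusted p under 0.05. The 10 arrays lie on 5 slides, each with the smoke array in place 1 and the room air array in place 2, and the replicate numbers follow the slides.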

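The scanner files of the mouse arrays list 27962 gene names. Of the 41174 probes, 22951 were named through the accession the files give, 6659 had a file name that is a current mouse symbol, 3109 were renamed through a synonym, and 8455 kept the file's name. After this step the probes represented 27670 genes. A single spot measured 40929 of the probes, and the other 245 had 10 spots on each array.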

Out of the 20,025 genes on the human microarray and the 28,038 genes on the mouse microarray, 11,732 were interrogated on both platforms based on common gene names (Figure S1 in File S1). We then performed a “Gene Set Enrichment Analysis (GSEA)” to assess whether the genes significantly modulated by cigarette smoke in humans were enriched among the genes significantly modulated by smoking in mice. The gene set enrichment was significant (p<0.006) and suggested that, at large scale similar genes are modulated by cigarette smoke in humans and mice (Figure S2 in File S1).

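In the paper's methods, the mouse side of this comparison is a ranked list of the genes. The legend of Figure S2 describes the reverse, with human genes ranked by fold change. Here the mouse genes were ranked by their signal-to-noise ratio, the difference between the group means divided by the sum of the group SDs. Recomputed from the log2 ratios of lung over reference, 27669 genes could be ranked, and 13301 of them (48.1%) were on the side higher in smoke-exposed lungs. The side of a gene is the sign of its log2 difference between the groups, and the median of that difference over the 27669 genes was -0.0042. With only the probes well above background in green on at least 5 of 10 arrays, 17803 genes were ranked and 8586 (48.2%) were on that side. Leaving out each array in turn gave between 13155 and 13428 genes on that side. The human gene set that the paper tested was not used here, so its enrichment was not recomputed.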

We then investigated the genes modulated by cigarette smoke in humans and mice in an effort to find the similarities. 

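In the comparison of 5 smoke-exposed with 5 room air-exposed mouse lungs, limma called 2906 of 41173 probes at an adjusted p under 0.05, 1793 higher and 1113 lower with smoke. At an unadjusted p under 0.05 there were 7479 probes. With the slide, which is also the replicate number, as a block, 5019 probes passed, 2792 higher and 2227 lower, and 2869 of the 2906 were among them. In 2836 probes (6.89%) the arrays of the groups did not overlap, where chance gives 0.794%. At the gene level, 187 genes had an adjusted p under 0.05 and a fold change over 2, of which 173 were higher and 14 lower in smoke-exposed lungs. Without room air replicate 1 there were 267 such genes, and without any other array between 162 and 190. The adjusted Wilcoxon test named in the methods gave 0 genes, and a fold change over 1.5 gave 668, of which 529 were higher and 139 lower. Among settings chosen after seeing the data, the red channel alone gave 535 genes with the processed signal scaled to the 75th percentile, 420 higher and 115 lower, and 244 with quantile normalization, 216 higher and 28 lower. The largest rise with non-overlapping arrays was that of Gpnmb, whose log2 ratio was -3.46 ± 0.17 (SD, n = 5) with room air and -0.13 ± 0.12 with smoke, a fold change of 10.1 (adjusted p = 2.75e-09, limma). Hal rose 6.97-fold, Ctsk 6.95-fold and Marco 6.05-fold, and in these 3 genes the ratio of smoke replicate 4 lay far below those of the other smoke arrays, for Marco mostly because its green reference signal was higher. Vnn1 rose 7.97-fold, Wfdc21 6.88-fold and Ccl9 5.86-fold, with room air replicate 1 far above the other room air lungs; without it the fold changes were 9.47, 8.65 and 8.38. Cyp1b1, Trem2 and Spp1 complete the 10 largest rises. The largest falls were smaller. On the log2 scale, Bcan fell by 1.86 (SE 0.15, adjusted p = 2.79e-05), Arntl fell by 1.59 (SE 0.24, adjusted p = 0.00211) and Dach1 fell by 1.42 (SE 0.21, adjusted p = 0.00186). Adm, Spon2, Esm1, Bex2, Col17a1, Tmeff2 and Asgr1 changed by between -1.40 and -1.03. With the scanner's own ratio of processed signals, a setting chosen after seeing the data, Wfdc21, Dach1 and Bex2 were not past the threshold.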

Out of the 3,223 human and 1,713 mouse probesets significantly modulated by cigarette smoke, 121 human and 346 mouse genes had a fold change >2, among which 17 genes were in common (*14% [human] and 4.9% [mouse]*) (Table 2). Ingenuity Pathway Analysis Software recognized 111 human genes and 294 mouse focus genes with a fold change >2 and a p-value <0.05. The gene expression signature suggested the activation of 32 and 24 pathways in the human and mouse lungs exposed to cigarette smoke, respectively. From these pathways, 11 (*34% [human] and 46% [mouse]*) were found in both species. Finally, 71 and 75 biological functions were affected by cigarette smoke in the humans and mice, respectively, 68 found in common (*96% [human] and 91% [mouse]*). These data suggest that the similarities of the effect of cigarette smoke on the lung between humans and mice are mainly found at the pathway and biological function levels rather than the single gene level (Figure 1).

**Figure 1:**
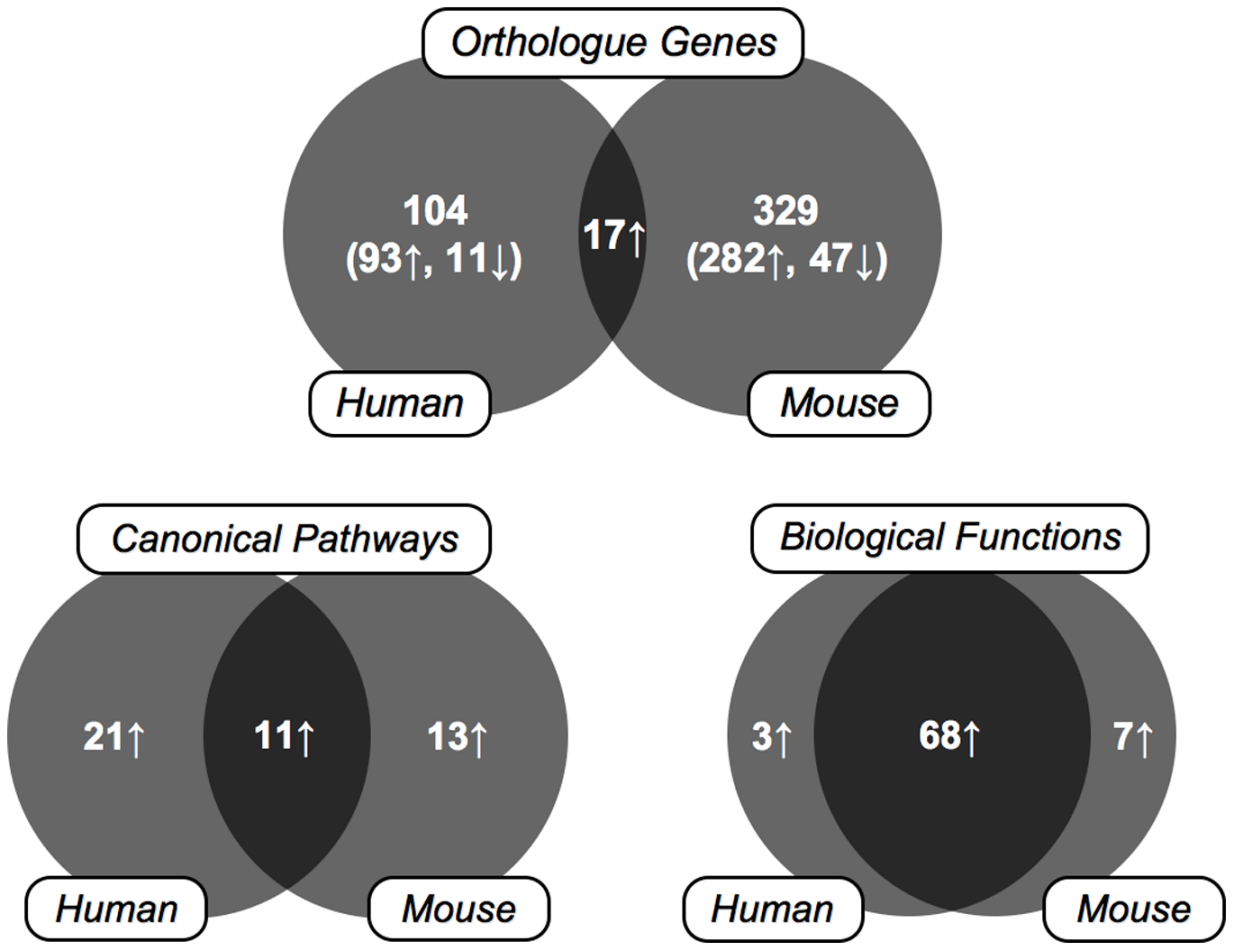
Venn diagram representing the number of orthologue genes, canonical pathways and biological functions induced by cigarette smoke and shared between humans and mice.

**Table 2:** Genes significantly upregulated by cigarette smoke exposure in the human and mouse lungs.

		HUMANS		MICE	
Gene name	GeneAbbreviation	FoldIncrease Human	*p*-value	FoldIncrease Mice	*p*-value
Acid phosphatase 5, tartrate resistant	*ACP5*	2.2	1.46E-015	2.5	6.83E-004
Aryl hydrocarbon receptor repressor	*AHRR*	6.1	3.28E-020	11.8	1.43E-004
Aldehyde dehydrogenase 3 family, member A1	*ALDH3A1*	4.0	7.11E-015	11.2	1.05E-003
ATPase, H+ transporting, lysosomal 38kDa, V0 subunit d2	*ATP6V0D2*	5.9	7.64E-016	4.5	2.87E-003
Basic helix-loop-helix family, member e41	*BHLHE41*	2.1	1.02E-015	3.5	5.92E-004
C-type lectin domain family 5 member A	*CLEC5A*	3.3	9.15E-018	5.8	8.34E-003
Cytochrome P450 1B1	*CYP1B1*	4.5	1.14E-019	12.5	6.78E-003
Growth differentiation factor 15	*GDF15*	2.8	1.83E-014	2.3	1.06E-004
Glutathione S-Transferase Alpha 2	*GSTA2*	3.6	3.74E-006	2.18	2.78E-003
Lipocalin-2	*LCN2*	2.2	1.56E-008	6.1	2.77E-002
Matrix metalloproteinase-12	*MMP12*	4.0	1.89E-013	26.3	4.63E-003
NIMA (never in mitosis gene a)-related kinase 6	*NEK6*	2.0	1.27E-016	2.1	2.38E-003
NAD(P)H dehydrogenase, quinone 1	*NQO1*	2.0	3.24E-016	5.1	2.89E-006
Phospholipase A2, group VII	*PLA2G7*	3.4	3.82E-012	2.2	1.04E-002
Secreted phosphoprotein 1, Osteopontin	*SPP1*	3.3	5.99E-009	8.3	2.03E-007
Transmembrane 7 superfamily member 4	*TM7SF4*	4.1	6.27E-016	5.8	3.75E-002
Triggering receptor expressed on myeloid cells 2	*TREM2*	3.3	4.39E-016	8.6	2.00E-007

### Genes Induced by Cigarette Smoke in the Human and Mouse Lung

Genes are the main unit of comparison in most studies performed on clinical samples and animal models. Moreover, identifying the involvement of a gene in a given disease is a common research approach. Among the 17 genes significantly modulated by cigarette smoke in mice and humans, 10 were previously reported and investigated. These include MMP12, AHRR, SPP1, ALDH3A1, CYP1B1, GDF15, GSTA2, NQO1, PLA2G7, TREM2 and CLEC5A. 

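All 11 of these genes were higher in the smoke-exposed mouse lungs, with every smoke array above every room air array, and 9 had a fold change over 2. Levels are log2 ratios of lung over reference signal, with adjusted p from limma. Cyp1b1 was -1.61 ± 0.27 (SD, n = 5) with room air and 1.45 ± 0.16 with smoke, a fold change of 8.37 (adjusted p = 1.08e-07). Trem2 rose from -1.80 ± 0.18 to 1.23 ± 0.09, or 8.15-fold (adjusted p = 3.45e-09), and Spp1 from -5.45 ± 0.08 to -2.53 ± 0.12, or 7.54-fold (adjusted p = 1.13e-09). Mmp12 rose from -0.14 ± 0.09 to 2.19 ± 0.31, or 5.04-fold (adjusted p = 1.66e-06), and was well above background in 4 of 5 room air lungs. Clec5a rose 4.54-fold, and its level in room air replicate 1 lay far above the other room air lungs; without that array the fold change was 5.64. Nqo1 rose 4.22-fold, Ahrr 3.89-fold, Aldh3a1 2.45-fold and Gdf15 2.12-fold. Of Gdf15, room air replicate 4 was far above the other room air lungs. Pla2g7 rose 1.84-fold (SE of the log2 difference 0.15, adjusted p = 0.00371) and Gsta2 1.79-fold (SE 0.12, adjusted p = 0.00127). Gsta2 belongs to a family of closely related genes, so its probe was not tested for binding to its relatives. With the processed signal of the red channel alone scaled to the 75th percentile, a setting chosen after seeing the data, the fold change was 37.2 for Mmp12 and 9.90 for Ahrr. The mean of all probes of a gene lowered that of Cyp1b1 to 3.46 and that of Clec5a to 1.93, because their other probes, which were dimmer, rose less. Over the whole of Table 2, all 17 genes were higher and past the threshold, and 12 had a fold change over 2. In the authors' table of processed values, whose groups are exchanged, 0 of the 17 were higher with smoke.

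**Figure D2:**
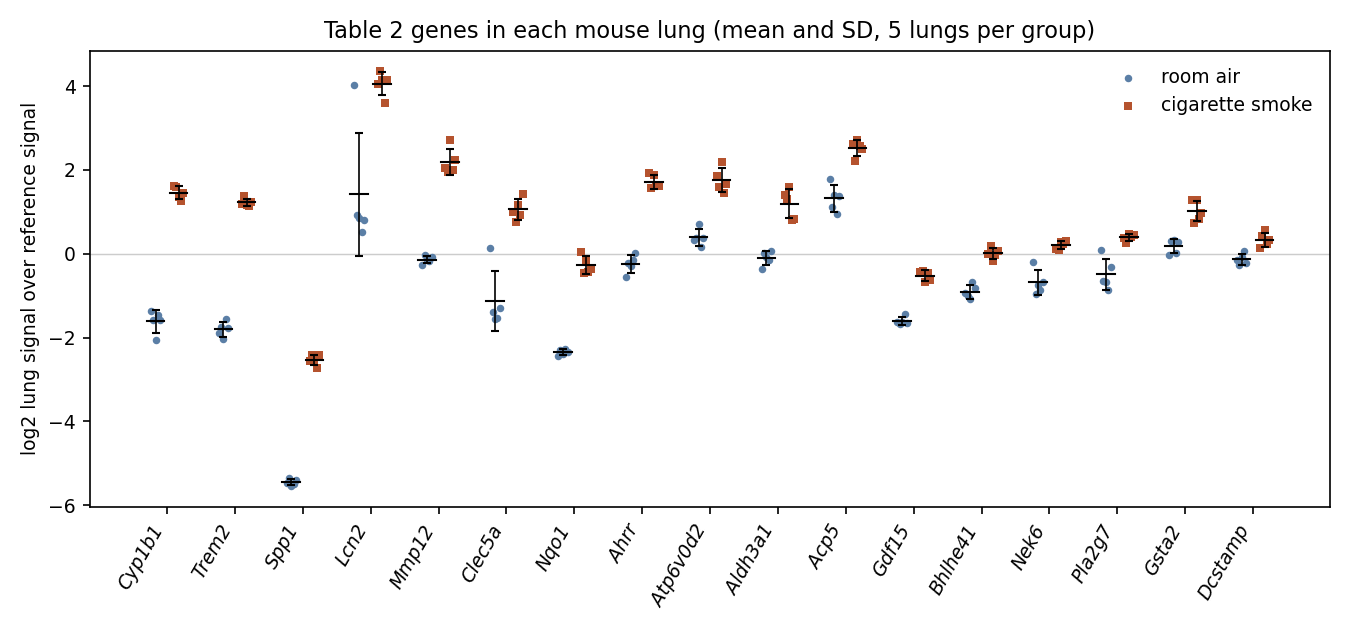
Log2 lung signal over reference signal (vertical axis) of the 17 genes of Table 2 (horizontal axis) in each lung exposed to room air (circles) or cigarette smoke (squares), with the mean (line) and SD of 5 lungs per group. The groups do not overlap in 16 genes; in Lcn2, 1 room air lung lies among the smoke-exposed lungs.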

The genes previously reported to be upregulated in smokers/COPD patients or cigarette smoke-exposed mice provide validation of our gene expression comparison between mice and humans. We also identified 6 new genes namely ACP5, ATP6V0D2, BHLHE41, NEK6, DCSTAMP and LCN2. These new genes associated with cigarette smoke exposure in both humans and mice may be of great interest for future research.

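In the mouse lungs, each of these 6 genes was higher with smoke and past the threshold of limma's test, and 3 of them had a fold change over 2. Acp5 rose from 1.33 ± 0.32 (SD, n = 5) to 2.53 ± 0.19 on the log2 scale, a fold change of 2.29 (adjusted p = 0.000526). Atp6v0d2 rose from 0.39 ± 0.20 to 1.75 ± 0.29, or 2.57-fold (adjusted p = 0.000148). Bhlhe41 rose from -0.90 ± 0.17 to 0.01 ± 0.13, or 1.88-fold (adjusted p = 9.67e-05), Nek6 rose 1.85-fold (adjusted p = 0.00107) and Dcstamp 1.38-fold (adjusted p = 0.00741). In each of these 5 genes every smoke array lay above every room air array. Dcstamp was dim, and well above background in 4 of 5 room air lungs. By the exact Wilcoxon test its adjusted p was 0.115, but that test called 0 probes, so this does not single out Dcstamp. Dcstamp was also not past the threshold by limma with the processed signal of the red channel scaled to the 75th percentile (adjusted p = 0.0557). That setting was chosen after seeing the data. With quantile normalization of the red channel it passed. Lcn2 rose from 1.42 ± 1.47 to 4.05 ± 0.28, or 6.20-fold (adjusted p = 0.0158), and its groups overlapped, because room air replicate 1 had a level close to the smoke-exposed lungs. Without that array Lcn2 rose 9.73-fold (adjusted p = 1.57e-07), and over the alternatives its adjusted p ranged from 1.57e-07 to 0.169, past the threshold in 20 of 22.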

### Pathways Activated by Cigarette Smoke in the Human and Mouse Lung

While the similarities between the two species are scarce at the gene level, it is possible that both species are initiating a similar response involving different genes. To identify pathways altered by cigarette smoke in humans and mice, canonical pathways from the Ingenuity Pathway Analysis Software were evaluated. The pathways activated by cigarette smoke in both mice and humans are presented in Table 3 and clustered around three main themes: xenobiotics response/detoxification (Figure 2), phospholipids metabolism/degradation (Figure 3), and oxidative stress defense/generation (Figure 4). 

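Table 3 names 45 genes for mice that have a single mouse symbol on the arrays. In the smoke-exposed lungs, 42 of them were higher, 43 were past the threshold of limma's test in either direction, and 22 had a fold change over 2. The genes were chosen by the paper on these same lungs, so a test of them as a list is not independent evidence. By camera with a preset correlation of 0.01, the xenobiotic, phospholipid and oxidative stress genes had median log2 differences of 1.08, 0.88 and 1.00 (adjusted p = 4.37e-17, 1.73e-23 and 3.95e-20), and all 3 lists also passed by fry and with an estimated correlation. The genes of the remaining shared pathways (median 1.12, adjusted p = 1.23e-09) passed by fry but not with an estimated correlation. Adjusted over the list alone, 15, 15 and 13 genes of the first 3 lists passed, where 14, 15 and 13 passed over all probes; the counts for the xenobiotic genes include Ccna2, which camera left out for a missing value. Among the remaining pathways, Fcgr2b rose 2.78-fold, Il1rn 2.70-fold, Fcer1g 2.36-fold, Tlr2 2.18-fold, Ly75 2.05-fold and Cd86 1.62-fold, while Kitl was lower, with a log2 difference of -0.59 (adjusted p = 0.00162). Room air replicate 1 was far above the other room air lungs in Fcgr2b, Il1rn, Fcer1g and Tlr2, and the ratio of smoke replicate 1 was far below those of the other smoke arrays in Fcer1g, mostly through green. The groups overlapped in Il1rn and Tlr2, which lost their calls without any 1 of 9 and of 7 arrays, respectively. Several human symbols of Table 3 have more than 1 mouse relative. Of those measured, Akr1b8 rose 3.71-fold, Fcgr3 2.09-fold, Gsta1 1.97-fold and Gsta4 1.49-fold, whereas Gsta3, Akr1b7, Akr1b10, Serpina1b, Serpina1d and Serpina1e were not past the threshold.

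**Figure D3:**
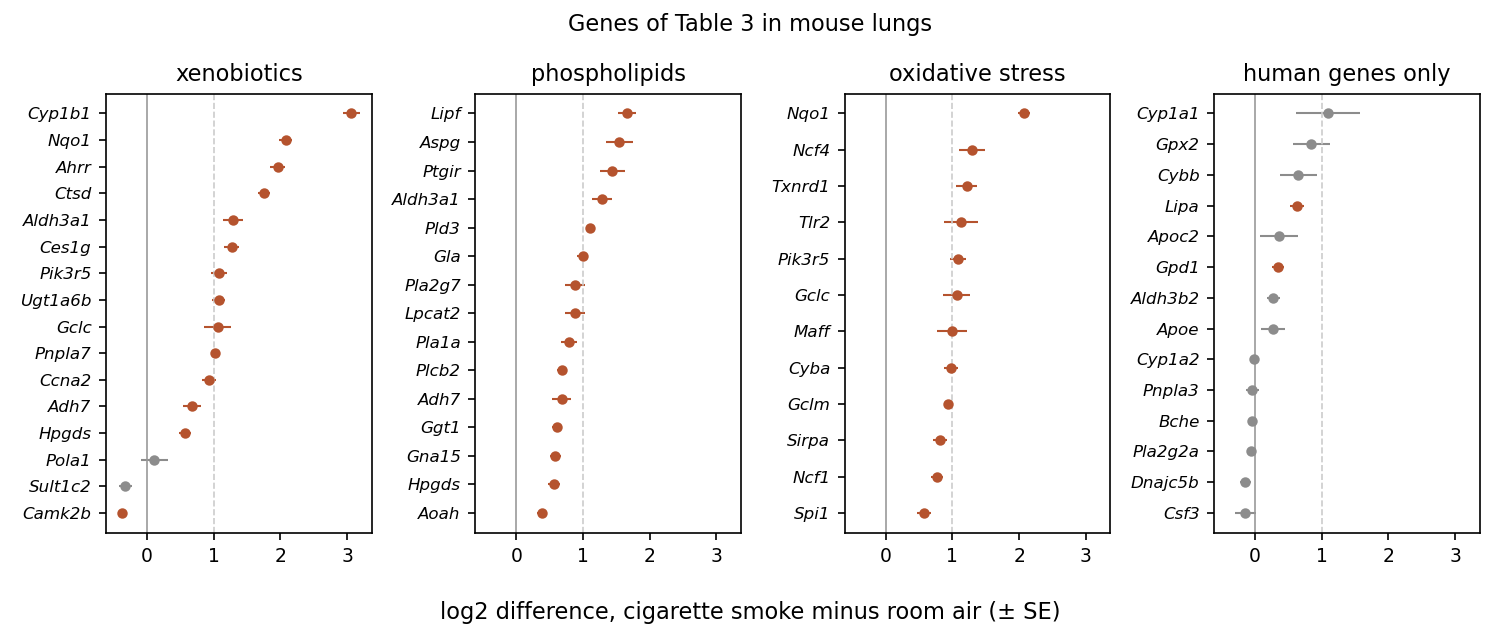
Log2 difference between smoke-exposed and room air-exposed lungs (horizontal axis, with SE, 5 lungs per group) of genes Table 3 lists for mice in each of its 3 themes and of the genes it lists for humans only. Genes past the adjusted p threshold of 0.05 are in colour and others in grey, and the dashed line marks a fold change of 2; most mouse-listed genes and 2 of the 14 human-listed genes are in colour.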

Among the genes significantly modulated in both humans and mice, only AHRR, ALDH3A1, NQO1, GSTA2, CYP1B1 and PLA2G7 were found in the prediction of pathway activation. A majority of the genes involved in these pathways were not significantly activated in both humans and mice but were regrouped under the same pathways, suggesting that pathway activation signatures can be detected despite significant differences in the modulated genes. 

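Of the genes Table 3 lists for humans and not for mice, 14 were measured in the mouse lungs. Their median log2 difference between smoke and room air was 0.27, 8 were higher, 2 were past the threshold of limma's test, and 0 had both an adjusted p under 0.05 and a fold change over 2. Lipa rose 1.54-fold (adjusted p = 0.00361) and Gpd1 1.27-fold (adjusted p = 0.0367), and Gpd1, in which smoke replicate 4 lay far below the other smoke arrays, lost its call without any 1 of 7 arrays. Cyp1a1 had a fold change of 2.135 with an adjusted p of 0.254, its room air lungs spreading over an SD of 1.22 on the log2 scale. Gpx2 had a fold change of 1.79 (adjusted p = 0.111), and passed with the slide as a block. Cybb had a fold change of 1.57 (adjusted p = 0.235), and without room air replicate 1, which lay far above the other room air lungs, it and Gpx2 passed. Cyp1a2 was well above background in 1 of 5 room air lungs and in 0 of 5 smoke-exposed lungs, and Pla2g2a in 0 of the 10. As a list, the 14 genes had a camera p of 0.0431, which adjusted over the 44 lists tested was 0.0612. The adjusted p was 0.0303 with the slide as a block, 0.00845 without room air replicate 1 and 0.0173 without smoke replicate 4, and it was 0.0605 to 0.114 without each of the other arrays in turn. With the probes dim in green left out it was 0.000875 over 39 lists. By fry the p was 0.0193 and with an estimated correlation 0.116. The paper reasons that the pathways were shared although most of their genes did not change in both species, and proposes that pathway activation can be detected despite differences in the modulated genes.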

Interestingly, the majority of pathways associated with cigarette smoke exposure were activated only in humans (Table S1 in File S1) or in mice (Table S2 in File S1). In humans, this includes pathways clustering around IL-17 signaling, driven by the upregulation of CXCL1, IL-8 and CSF3, and atherosclerosis-associated pathways (i.e. atherosclerosis signaling, LXR/RXR activation, FXR\RXR activation), driven by the upregulation of apolipoprotein E (APOE) and C2 (APOC2). 

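Lists of genes for the processes named in the Ingenuity pathways were written from general knowledge and tested on the mouse lungs by camera, with adjusted p over 44 lists; they are not Ingenuity's own lists. The 46 measured genes of glutathione metabolism had a median log2 difference of 0.14 between smoke and room air (adjusted p = 4.27e-09), with 67.4% of them higher. The paper lists 4 of the 46 for mice, chosen on these lungs. Of the 46, 19 passed limma's test over all probes and 22 passed adjusted over the list alone, but only Gclc had a fold change over 2. The 15 genes of riboflavin metabolism had a median of 0.085 (adjusted p = 0.00253), with 66.7% higher; 4 passed over all probes and 5 over the list alone, and Acp5, a gene of Table 2, alone exceeded a fold change of 2. Both lists passed by fry (adjusted p = 7.97e-05 and 3.8e-05) and with an estimated correlation (adjusted p = 0.0284 for each). The riboflavin list did not pass with the red channel alone after normexp and quantile normalization, a setting chosen after seeing the data. T cell genes did not pass (median 0.05, adjusted p = 0.333). B cell genes had a median of 0.14 (adjusted p = 0.00232), passed by fry and did not pass with an estimated correlation, and 19 of 100 splits of the 10 lungs into groups of 5 gave a p as small; Blnk was the only B cell gene past the threshold with a fold change over 2. Neutrophil genes did not pass (median 0.095, adjusted p = 0.12), but without room air replicate 1 they did (median 0.498), as they did with ratios scaled between arrays, a setting chosen after seeing the data. Mmp8, in which room air replicate 1 lay far above the other room air lungs, was the only neutrophil gene past the threshold with a fold change over 2, and it lost its call without any 1 of 4 arrays. Camera with a preset correlation passed 30 of the 44 lists, fry 27 and camera with an estimated correlation 15, and other splits of the lungs gave a median of 11 and up to 30 lists by the first.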

In mice, activated pathways were associated with innate and adaptive immunity (i.e. altered T cell and B cell signaling in rheumatoid arthritis, fMLP signaling in neutrophils), as well as glutathione and riboflavin metabolisms. Although the later pathways are interesting, no obvious pattern was observed in the pathways activated only in mice. In closing, we observed limited overlap between humans and mice on a gene per gene comparison. However, greater interspecies concordance was revealed in canonical signaling pathways.

**Figure 2:**
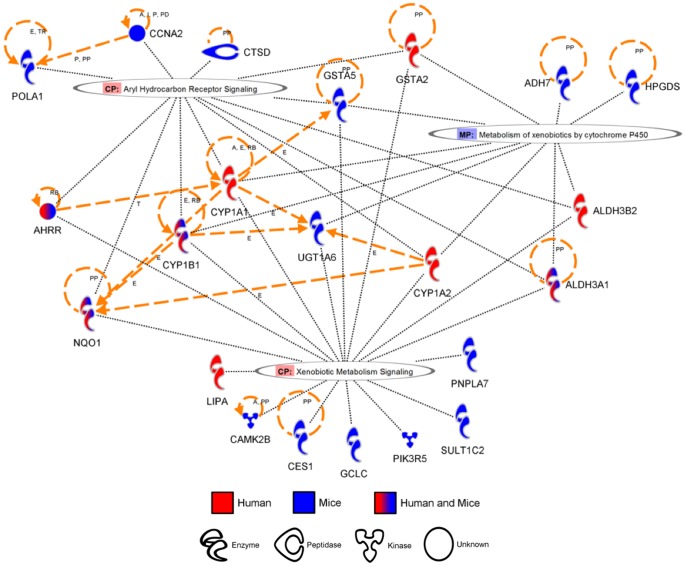
Genes associated to “Xenobiotics response/detoxification” pathways modulated by cigarette smoke exposure in humans and mice. Orthologue genes significantly upregulated in humans and/or mice (fold change >2) were used to predict canonical pathways activated by cigarette smoke exposure. Diagram generated using the Ingenuity Pathway Analysis Software.

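Of the 16 mouse genes listed for these pathways, 14 were higher in the smoke-exposed lungs, 13 of them past the threshold of limma's test, and 10 had a fold change over 2. Besides the genes of Table 2, Ctsd rose 3.38-fold (adjusted p = 6.52e-07), Ces1g 2.41-fold, Pik3r5 2.12-fold, Ugt1a6b 2.11-fold, Gclc 2.09-fold and Pnpla7 2.04-fold. Ccna2 rose 1.905-fold with a value in 4 of 5 smoke arrays, Adh7 rose 1.60-fold and Hpgds, well above background in 3 of 5 room air lungs, rose 1.48-fold. In Gclc, room air replicate 1 lay far above the other room air lungs, and in Ccna2 the ratio of smoke replicate 4 lay above those of the other smoke arrays, mostly through green. Pola1 was not past the threshold (log2 difference 0.11, SE 0.20, adjusted p = 0.882). Sult1c2 was lower with a log2 difference of -0.32 (adjusted p = 0.0952), and passed in that direction with the slide as a block. Camk2b was lower by more than the spread of the arrays, at -0.21 ± 0.09 (SD, n = 5) with room air and -0.58 ± 0.10 with smoke (adjusted p = 0.00385, limma).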

**Figure 3:**
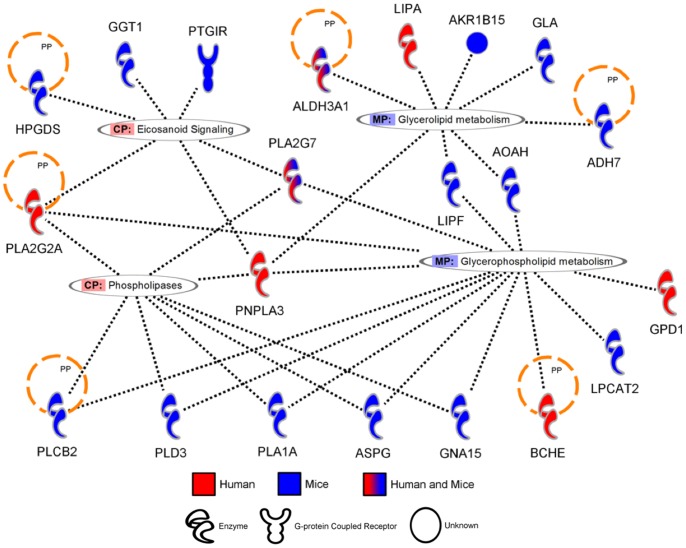
Genes associated to “Phospholipid metabolism/degradation” pathways modulated by cigarette smoke exposure in humans and mice. Orthologue genes significantly upregulated in humans and/or mice (fold change >2) were used to predict canonical pathways activated by cigarette smoke exposure. Diagram generated using the Ingenuity Pathway Analysis Software.

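Each of the 15 mouse genes listed for these pathways was higher with smoke and past the threshold of limma's test, with every smoke array above every room air array. Their fold changes lay between 1.31 (Aoah) and 3.16 (Lipf), and 5 exceeded 2. Lipf rose from 0.65 ± 0.18 (SD, n = 5) to 2.31 ± 0.30 on the log2 scale (adjusted p = 3.85e-05), Aspg rose 2.92-fold (adjusted p = 0.000696) and Ptgir 2.71-fold (adjusted p = 0.000732). Gla rose 1.997-fold, Lpcat2 1.84-fold and Ggt1 1.52-fold. In Ptgir, room air replicate 1 lay far above the other room air lungs, and in Aoah the ratio, but not the red signal, of smoke replicate 4 lay below those of the other smoke arrays. By the scanner's own ratio of processed signals, a setting chosen after seeing the data, 12 of the 15 exceeded a fold change of 2.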

**Figure 4:**
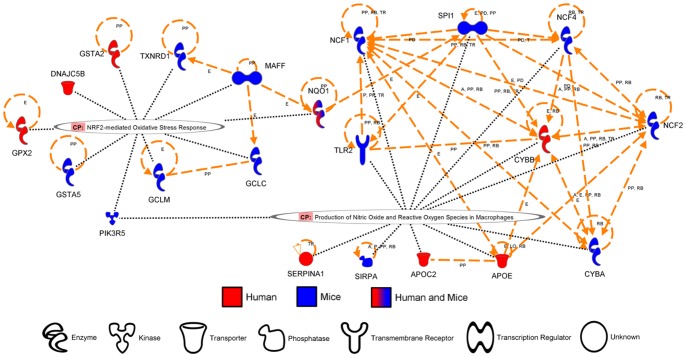
Genes associated to “Oxidative stress defense/generation” pathways modulated by cigarette smoke exposure in humans and mice. Orthologue genes significantly upregulated in humans and/or mice (fold change >2) were used to predict canonical pathways activated by cigarette smoke exposure. Diagram generated using the Ingenuity Pathway Analysis Software.

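Each of the 13 mouse genes listed for these pathways was higher with smoke and past the threshold of limma's test, 6 of them with a fold change over 2, and in 11 the arrays of the groups did not overlap. Txnrd1 rose from -0.73 ± 0.39 (SD, n = 5) to 0.49 ± 0.12 on the log2 scale, or 2.33-fold (adjusted p = 0.000802), and Ncf4 rose 2.44-fold (adjusted p = 0.0022). Gclm rose 1.905-fold, Cyba 1.96-fold, Sirpa 1.75-fold, Ncf1 1.70-fold and Spi1 1.485-fold. Maff rose 1.99-fold (adjusted p = 0.0231), with overlapping arrays, and lost its call without any 1 of 7 arrays. In Txnrd1 and Maff, room air replicate 1 lay far above the other room air lungs; without it their fold changes were 2.62 and 2.39. A list of 20 targets of Nrf2 from general knowledge had a median log2 difference of 0.61 (camera adjusted p = 4.37e-17), passed by fry and with an estimated correlation, and 100% of its genes were higher. The paper lists 4 of the 20 for mice, and these were chosen on these lungs.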

**Table 3:** Common canonical pathways altered by cigarette smoke exposure in the human and mouse lungs.

Ingenuity Canonical Pathways	Species	p-value	Ratio	Genes
***Xenobiotic response/detoxification***				
**Aryl Hydrocarbon Receptor** **Signaling**	HUMANS	7.41E-006	5.67E-002	*AHRR, GSTA2, ALDH3B2, CYP1A1,* *CYP1A2, NQO1, ALDH3A1, CYP1B1*
	MICE	3.31E-003	5.76E-002	*AHRR, CTSD, CCNA2, POLA1, GSTA5,* *NQO1, ALDH3A1, CYP1B1*
**Metabolism of Xenobiotics by** **Cytochrome P450**	HUMANS	5.01E-005	6.90E-002	*GSTA2, ALDH3B2, CYP1A1, CYP1A2,* *ALDH3A1, CYP1B1*
	MICE	7.41E-003	6.45E-002	*ADH7, UGT1A6, GSTA5, HPGDS,* *ALDH3A1, CYP1B1*
**Xenobiotic Metabolism Signaling**	HUMANS	1.32E-004	3.45E-002	*AHRR, LIPA, GSTA2, ALDH3B2, CYP1A1,* *CYP1A2, NQO1, ALDH3A1, CYP1B1*
	MICE	3.39E-003	4.56E-002	*PNPLA7, AHRR, UGT1A6, Ces1g, GSTA5,* *Sult1c2, NQO1, PIK3R5, GCLC, ALDH3A1,* *CYP1B1, CAMK2B*
***Phospholipid metabolism/degradation***				
**Glycerophospholipid Metabolism**	HUMANS	2.40E-003	4.07E-002	*GPD1, PNPLA3, BCHE, PLA2G2A, PLA2G7*
	MICE	8.13E-003	5.65E-002	*PLCB2 (includes EG:18796), LPCAT2,* *PLD3, GNA15, ASPG, PLA1A, PLA2G7*
**Eicosanoid Signaling**	HUMANS	9.55E-003	5.17E-002	*PNPLA3, PLA2G2A, PLA2G7*
	MICE	2.09E-002	7.02E-002	*PTGIR, HPGDS, GGT1, PLA2G7*
**Phospholipid Degradation**	HUMANS	2.57E-002	3.57E-002	*PNPLA3, PLA2G2A, PLA2G7*
	MICE	4.37E-003	7.23E-002	*PLCB2 (includes EG:18796), PLD3,* *GNA15, ASPG, PLA1A, PLA2G7*
**Glycerolipid Metabolism**	HUMANS	3.16E-002	3.30E-002	*LIPA, PNPLA3, ALDH3A1*
	MICE	7.08E-003	6.52E-002	*AKR1B15, GLA, ADH7, LIPF,* *ALDH3A1, AOAH*
***Oxidative stress generation/defense***				
**NRF2-mediated Oxidative** **Stress Response**	HUMANS	4.57E-002	2.14E-002	*GSTA2, NQO1, GPX2, DNAJC5B*
	MICE	3.98E-002	3.89E-002	*GSTA5, NQO1, PIK3R5, GCLC,* *GCLM, MAFF, TXNRD1*
**Production of Nitric Oxide and** **Reactive Oxygen Species in** **Macrophages**	HUMANS	4.68E-002	2.16E-002	*APOE, CYBB, SERPINA1, APOC2*
	MICE	1.51E-002	4.52E-002	*TLR2, NCF1, CYBA, NCF2, PIK3R5,* *NCF4, SPI1 (includes EG:20375), SIRPA*
***Others***				
**Dendritic Cell Maturation**	HUMANS	2.75E-002	2.34E-002	*CD1A, CD1B, IL37, TREM2*
	MICE	1.05E-003	6.00E-002	*TLR2, FCGR2A, IL1RN, PIK3R5, FCER1G,* *CD86, LY75, FCGR2B, TREM2*
**Hematopoiesis from Pluripotent** **Stem Cells**	HUMANS	4.47E-003	5.45E-002	*IL8, LIF, CSF3*
	MICE	4.17E-002	6.25E-002	*KITLG, FCER1G, IGHA1*

### Biological Functions Affected by Cigarette Smoke in the Human and Mouse Lung

The lung response to cigarette smoke might not activate the same genes or trigger the same cellular and molecular pathways in both humans and mice but can still involve similar biological functions. In an effort to understand the global response of the human and mouse lung to cigarette smoke, genes were grouped under biological functions using the Ingenuity Pathway Analysis Software. Functions related to immune processes, metabolism and cell functions, diseases, tissue injury and repair, and organ development were observed (Table 4). 

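Lists from general knowledge stand in for these functions in the mouse lungs. The 29 genes of the cell cycle with a value on every array had a median log2 difference of 0.60 between smoke and room air (camera adjusted p = 5.3e-30). With Ccna2, which had a value in 4 of 5 smoke arrays and was left out of that test, the list has 30 genes, of which 24 were past limma's threshold over all probes and 27 adjusted over the list alone. The mean of these 30 lay 0.54 to 0.68 above the room air mean in the smoke arrays, and between -0.15 and 0.15 in the room air arrays. Mki67 rose 2.77-fold, Birc5 2.43-fold, Cenpe 2.26-fold and Kif20a 2.05-fold. The 24 lysosome genes had a median of 0.55 (adjusted p = 8.96e-25), with 14 past the threshold, among them Cd68 at 4.16-fold and Ctss at 2.72-fold. The 15 lipid-handling genes of macrophages had a median of 0.48 (adjusted p = 1.26e-10), and Lgals3 rose 4.00-fold. The 13 general macrophage genes had a median of 0.78 (adjusted p = 1.36e-13), with Adgre1 at 2.62-fold. These 4 lists passed by fry and with an estimated correlation. The 25 acute-phase and chemokine genes had a median of 0.59 (adjusted p = 0.00025), did not pass by fry (adjusted p = 0.195) or with an estimated correlation, and lay 2.645 higher in room air replicate 1 than in the other room air lungs; 34 of 100 splits of the lungs gave a p as small. Genes of the interferon response (median -0.24, adjusted p = 0.139) and of surfactant lipid synthesis (median -0.075, mean -0.01, adjusted p = 1) did not pass. The interferon genes lay 1.344 higher in room air replicate 1 than in the other room air lungs. Without that array their median was -0.04 and the test pointed upward (adjusted p = 0.56), and without room air replicate 2 they passed as lower (adjusted p = 0.032). Among the cell cycle, lysosome, lipid-handling, general macrophage and acute-phase lists, 1, 2, 1, 0 and 1 genes are listed for mice by the paper, which chose them on these lungs.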

Interestingly, most biological functions affected by cigarette smoke were observed in both humans and mice. This suggests that, despite differences in the molecular and cellular way humans and mice respond to cigarette smoke exposure, the global biological response is very similar.

**Table 4:** Common biological functions altered by cigarette smoke exposure in the human and mouse lungs.

Ingenuity BiologicalFunction	Species	p-value	Ingenuity BiologicalFunction	Species	p-value
***Immune system***					
**Inflammatory Response**	Human	1.19E-10-2.26E-02	**Cell-To-Cell Signaling and** **Interaction**	Human	1.15E-04-2.26E-02
	Mouse	1.35E-16-1.6E-02		Mouse	8.83E-11-1.67E-02
**Antigen Presentation**	Human	1.95E-07-2.26E-02	**Hypersensitivity Response**	Human	3.65E-03-2.26E-02
	Mouse	2.09E-08-1.45E-02		Mouse	8.89E-06-1.39E-02
**Cellular Movement**	Human	1.95E-07-2.26E-02	**Lymphoid Tissue Structure** **and Development**	Human	8.04E-03-8.04E-03
	Mouse	4.8E-13-1.62E-02		Mouse	3.74E-07-1.44E-02
**Hematological System** **Development and Function**	Human	1.95E-07-2.26E-02	**Antimicrobial Response**	Human	5.63E-03-5.63E-03
	Mouse	4.8E-13-1.62E-02		Mouse	7.24E-04-7.24E-04
**Immune Cell Trafficking**	Human	1.95E-07-2.26E-02	**Hematopoiesis**	Human	8.36E-04-2.26E-02
	Mouse	4.8E-13-1.62E-02		Mouse	3.74E-07-1.44E-02
**Cell-mediated Immune Response**	Human	3.31E-05-2.26E-02	**Inflammatory Disease**	Human	2.47E-04-2.26E-02
	Mouse	2.01E-05-1.44E-02		Mouse	2.55E-10-1.31E-02
***Metabolism and cellular maintenance***					
**Lipid Metabolism**	Human	4.18E-06-2.26E-02	**Cell Signaling**	Human	2.71E-04-2.71E-04
	Mouse	3.3E-05-1.39E-02		Mouse	1.82E-03-1.25E-02
**Energy Production**	Human	1.45E-05-1.51E-02	**Cellular Function and** **Maintenance**	Human	2.71E-04-2.26E-02
	Mouse	3.28E-03-3.28E-03		Mouse	5.33E-11-1.44E-02
**Vitamin and Mineral Metabolism**	Human	1.45E-05-2.26E-02	**Molecular Transport**	Human	2.71E-04-2.02E-02
	Mouse	1.82E-03-5.21E-03		Mouse	2.77E-04-1.39E-02
**Nucleic Acid Metabolism**	Human	2.3E-05-7.58E-03	**Gene Expression**	Human	1.51E-02-1.51E-02
	Mouse	1.99E-03-1.99E-03		Mouse	1.19E-02-1.19E-02
**Drug Metabolism**	Human	4.22E-07-2.26E-02	**Cell Morphology**	Human	4.76E-03-1.51E-02
	Mouse	5.6E-07-2.77E-04		Mouse	9.66E-04-1.26E-02
**Carbohydrate Metabolism**	Human	5.6E-04-2.26E-02	**Cellular Assembly and** **Organization**	Human	3.57E-03-1.51E-02
	Mouse	4.85E-03-1.18E-02		Mouse	4.36E-04-1.39E-02
**Small Molecule Biochemistry**	Human	4.22E-07-2.26E-02			
	Mouse	3.3E-05-1.39E-02			
***Diseases***					
**Cancer**	Human	2.44E-05-2.26E-02	**Hepatic System Disease**	Human	1.63E-03-2.26E-02
	Mouse	1.41E-06-1.56E-02		Mouse	3.28E-03-1.54E-02
**Respiratory Disease**	Human	2.44E-05-2.15E-02	**Ophthalmic Disease**	Human	4.18E-03-2.26E-02
	Mouse	2.72E-04-1.64E-02		Mouse	1.01E-03-1.01E-03
**Cardiovascular Disease**	Human	2.66E-04-1.27E-02	**Tumor Morphology**	Human	7.13E-03-2.26E-02
	Mouse	4.67E-05-1.61E-04		Mouse	1.01E-03-5.63E-03
**Metabolic Disease**	Human	2.66E-04-2.26E-02	**Endocrine System Disorders**	Human	8.99E-03-1.44E-02
	Mouse	1.25E-02-1.25E-02		Mouse	8.49E-05-1.25E-02
**Connective Tissue Disorders**	Human	3.86E-04-2.26E-02	**Infectious Disease**	Human	1.4E-03-2.26E-02
	Mouse	2.55E-10-1.18E-02		Mouse	2.8E-09-1.32E-02
**Skeletal and Muscular Disorders**	Human	3.86E-04-2.26E-02	**Genetic Disorder**	Human	4.04E-05-2.26E-02
	Mouse	2.55E-10-1.53E-02		Mouse	9.79E-05-1.53E-02
**Renal and Urological Disease**	Human	6.14E-04-2.26E-02	**Hematological Disease**	Human	5.68E-05-2.17E-02
	Mouse	1.68E-03-1.68E-03		Mouse	3.4E-04-1.06E-02
**Gastrointestinal Disease**	Human	6.67E-04-2.26E-02	**Dermatological Diseases and** **Conditions**	Human	1.45E-04-2.26E-02
	Mouse	1.01E-03-1.54E-02		Mouse	4.82E-04-1.44E-02
**Neurological Disease**	Human	1.21E-03-2.26E-02	**Immunological Disease**	Human	1.7E-04-2.26E-02
	Mouse	4.94E-04-1.53E-02		Mouse	2.19E-09-1.67E-02
***Cell injury and repair***					
**Cell Death**	Human	1.31E-03-2.26E-02	**Organismal Survival**	Human	1.24E-02-1.24E-02
	Mouse	8.56E-06-1.63E-02		Mouse	5.49E-03-1.56E-02
**Cellular Compromise**	Human	2.13E-03-2.26E-02	**Free Radical Scavenging**	Human	5.86E-04-9.62E-04
	Mouse	4.41E-07-1.12E-02		Mouse	6.79E-04-1.5E-02
**Cell Cycle**	Human	7.58E-03-2.26E-02	**Cellular Growth and** **Proliferation**	Human	1.66E-06-2.26E-02
	Mouse	3.73E-04-1.67E-02		Mouse	9.66E-08-1.44E-02
**DNA Replication,** **Recombination, and Repair**	Human	1.51E-02-1.51E-02	**Organismal Injury and** **Abnormalities**	Human	2.15E-03-2.15E-02
	Mouse	4.36E-04-1.67E-02		Mouse	4.46E-05-1.64E-02
***Development***					
**Skeletal and Muscular System** **Development and Function**	Human	1.66E-06-1.51E-02	**Hair and Skin Development** **and Function**	Human	1.34E-03-1.51E-02
	Mouse	1.72E-06-1.67E-02		Mouse	3.5E-03-3.5E-03
**Endocrine System Development** **and Function**	Human	1.68E-06-1.51E-02	**Nervous System Development** **and Function**	Human	1.63E-03-1.51E-02
	Mouse	1.99E-03-1.21E-02		Mouse	3.4E-04-1.39E-02
**Tissue Development**	Human	1.15E-04-2.26E-02	**Organ Development**	Human	7.58E-03-7.58E-03
	Mouse	1.72E-06-1.45E-02		Mouse	1.83E-03-1.31E-02
**Developmental Disorder**	Human	1.7E-04-2.26E-02	**Organ Morphology**	Human	7.58E-03-7.58E-03
	Mouse	9.79E-05-3.28E-03		Mouse	6.06E-05-1.39E-02
**Tissue Morphology**	Human	3.38E-04-2.26E-02	**Organismal Development**	Human	7.58E-03-1.51E-02
	Mouse	2.92E-09-1.67E-02		Mouse	3.4E-04-1.31E-02
**Renal and Urological System** **Development and Function**	Human	5.39E-04-1.51E-02	**Visual System Development** **and Function**	Human	7.58E-03-2.26E-02
	Mouse	1.01E-03-1.01E-03		Mouse	7.87E-03-1.31E-02
**Cardiovascular System** **Development and Function**	Human	1.34E-03-2.26E-02	**Organismal Functions**	Human	1.41E-02-1.41E-02
	Mouse	5.92E-05-1.6E-02		Mouse	3.28E-03-4.03E-03
**Embryonic Development**	Human	1.34E-03-1.51E-02	**Connective Tissue Development** **and Function**	Human	1.51E-02-2.26E-02
	Mouse	3.4E-04-1.99E-03		Mouse	1.72E-06-1.67E-02

## Discussion

The present study aimed at comparing the human and mouse lung gene expression signature to cigarette smoke exposure. To do so, we compared two genome-wide expression experiments, one in human lungs of non-smokers and smokers and the other one in lungs of mice exposed to room air or cigarette smoke. This interspecies gene expression comparison allowed us to identify 6 new genes modulated by cigarette smoke. Moreover, we confirmed the activation of pathways linked to xenobiotics detoxification and oxidative stress defense/generation. We also identified a new response conserved among mice and humans in the activation of pathways involved in phospholipid metabolism and degradation. Finally, we found that biological functions affected by cigarette smoke exposure are largely similar in human and mouse lung.

### Genes Previously Associated to Cigarette Smoke Exposure

Our study confirmed the impact of cigarette smoke on smoking-induced genes previously described in humans and mice. The role of MMP12 [9], [10], SPP1 [11], AHRR [12], [13] and CYP1B1 [13], [14] in cigarette smoke-related lung diseases have been well described and studied. Other genes have been shown to be induced by cigarette smoke in humans or mice but only marginally studied so far. NQO1 is likely associated with the detoxification of aldehydes [15] and CLEC5A and TREM2 with myeloid cell activation [16], [17]. GSTA2 is likely involved in the antioxidant response [18]. The roles played by “growth and differentiation factor 15″ (GDF15) and “lipoprotein-associated phospholipase A2” (Lp-PLA2, encoded by the gene PLA2G7) however, are less intuitive. GDF15 (a.k.a. macrophage inhibitory cytokine-1 [MIC-1]) is a divergent member of the TGF-β superfamily [19] and can be secreted by activated macrophages [20]. GDF15 is overexpressed in many tumor types and following tissue injury, including lung injury [21]. It has been linked to the development of atherosclerosis as well as the regulation of adiposity in mice [22]–[24]. *Wu et al*. showed that GDF15 expression is increased in the lung of COPD patients as well as in human lung epithelial cells exposed to cigarette smoke [25]. They also found GDF15 to be an inducer of MUC5A [25]. Lp-PLA2 is an extracellular phospholipase involved in the inactivation of the “Platelet-Activating Factor” (PAF) into lyso-PAF and in the cleavage of oxidized phospholipids [26]. It is produced by inflammatory cells and found in low-density lipoproteins (LDLs) (a.k.a LDL-PLA2) [26]. Increased serum Lp-PLA2 activity is observed in patients and mice with atherosclerosis [27], [28], its role in the disease progression being debated. Interestingly, increased serum Lp-PLA2 activity is also observed in smokers when compared to nonsmokers [29]. The upregulation of PLA2G7 by cigarette smoke may therefore reflect the activation of modified phospholipids-neutralizing mechanisms within the lung environment. Although the functions of GDF15 and Lp-PLA2 in the lung homeostasis are still unknown, their association to cancer, atherosclerosis, tissue injury or lipid metabolism makes them important research targets in the context of cigarette smoke-related lung diseases.

### Unstudied Genes Associated with Cigarette Smoke Exposure

The genes ACP5, ATP6V0D2, BHLHE41, NEK6, DCSTAMP and LCN2 were found to be associated to cigarette smoke exposure but to the best of our knowledge, their roles in smoking-related diseases were never studied. Class E basic helix-loop-helix protein 41 (BHLHE41) is a transcription factor that has an impact on a variety of cellular functions. Its expression can also be induced by many stimuli such a growth factors [30]. NimA-related protein kinase 6 (NEK6) plays an important role in the mitotic cycle [31]. It can phosphorylate STAT3 and histones 1 and 3 and its suppression leads to cell apoptosis [31]. It is also involved in G2/M phase cell cycle arrest induced by DNA damage [31]. The gene LCN2 encodes the enzyme “neutrophil gelatinase-associated lipocalin” (NGAL). NGAL binds to bacterial iron-chelating siderophores to prevent iron uptake and impair bacterial growth [32]. ATPase, H^+^ transporting, lysosomal 38kDa, V0 subunit d2 *(*ATP6V0D2*)* is a member of the H^+^-ATPase family and is responsible for the acidification of the extracellular environment by osteoclasts [33]. Its role in bone degradation is well described [33], [34]. *Atp6v0d2* null mice exhibit osteopetrosis also called the “stone bone” disease [35], [36]. Tartrate-Resistant Acid Phosphatase 5, (ACP5) or Tartrate-Resistant Acid ATPase (TRAP) is produced and secreted by activated macrophages including osteoclasts and can catalyze the generation of reactive oxygen species (ROS), mediate iron transport and dephosphorylate osteopontin [37]. *Acp5* knockout mice have mild osteoporosis [38]. DCSTAMP that encodes the trans-membrane protein DC-STAMP is expressed by dendritic cells and macrophages and is required for the cell-cell fusion required for the formation of foreign-body giant cells and osteoclasts [39].

The involvement of MMP12, AHRR, SPP1, GSTA2, ALDH3A1, CYP1B1, NQO1, TREM2 and CLEC5A in the lung response to cigarette smoke can be associated to immune or detoxification responses. However, the reasons for ACP5, ATP6V0D2, BHLHE41, NEK6, TM7SF4, LCN2, GDF15 and PLA2G7 upregulation are less intuitive. Interestingly, the genes ATP6V0D2, ACP5, DCSTAMP and SPP1 have been mainly studied for their role in bone homeostasis and are expressed by bone-resorbing osteoclasts. Further studies on the involvement of those genes in cigarette smoke-associated disease are required.

### Canonical Pathways Induced by Cigarette Smoke

We found that the three major clusters of cellular pathways activated in the lung of mice and humans exposed to cigarette smoke were the response to xenobiotics/aryl hydrocarbon receptor activation, oxidative stress defense/generation and lipid/phospholipid degradation. The presence of xenobiotic compounds in cigarette smoke such as poly aromatic hydrocarbons (PAH) and the associated detoxification response involving the aryl hydrocarbon receptor (AHR) and members of the cytochrome p450 family has been well described [12], [40], [41]. However, the long-term effects of xenobiotics exposure as well as AHR activation on the immune system and lung homeostasis are not as well understood. Activation of the AHR pathway has both pro- and anti-inflammatory properties [42]. *Ahr*-deficient mice exhibit a more robust pulmonary inflammation than their wildtype counter-parts when exposed to cigarette smoke [12]. AHR activation has been link to cancer [41] and is also believed to promote the development of a Th17 response [42].

The role of oxidative stress is one of the oldest research ground in the field of cigarette smoke exposure. Cigarette smoke contains more than 10^15^ reactive oxygen species (ROS) per puff as well as reactive aldehydes and heavy metals [43]. The effects of oxidative stress on the immune system and lung injury are extensively studied. It is therefore not surprising to see the activation of the antioxidant response by cigarette smoke conserved between mice and humans.

Pathways involved in phospholipid metabolism and degradation were activated in both the human and mouse lungs. Three genes in humans and four genes in mice were coding for phospholipases. 

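In the mouse lungs, these 4 genes were Plcb2, Pld3, Pla1a and Pla2g7, and each was past the threshold of limma's test. Pld3 rose from 0.505 ± 0.09 (SD, n = 5) to 1.61 ± 0.07 on the log2 scale, a fold change of 2.15 (adjusted p = 6.93e-07). Pla1a rose from -1.02 ± 0.28 to -0.24 ± 0.13, or 1.72-fold (adjusted p = 0.00221), with the ratio of smoke replicate 1 below those of the other smoke arrays through a higher green signal, and Plcb2 rose from 0.60 ± 0.09 to 1.27 ± 0.11, or 1.60-fold (adjusted p = 9.37e-05).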

Phospholipases are enzymes that hydrolyze phospholipids into fatty acids and other compounds, releasing modified fatty acids such as arachidonic acid and second messengers that will be used for eicosanoid synthesis or activate intracellular signaling [44]. These mediators can activate immune cells and promote inflammation [44]. In the lung, phospholipids can be found in cellular membranes, in the surfactant as well as in lipoproteins. Activation of these pathways suggests a high phospholipid turnover that could be a result of direct damage made by cigarette smoke. Signs of damaged phospholipids have been found in both humans and mice exposed to cigarette smoke in the presence of lipid peroxidation products and oxidized phospholipids [45], [46]. The conserved activation of pathways involved in phospholipids metabolism and degradation by cigarette smoke in both the human and mouse lung is a novel finding, suggesting its importance in the response to cigarette smoke.

### Biological Functions Induced by Cigarette Smoke

Cigarette smoke exposure in humans and mice were both reflected in the activation of biological functions related to inflammation, metabolism and cell maintenance, injury and repair, diseases and development. The role of inflammation, injury and repair are the focus of most of the research done on cigarette smoke exposure. However, cigarette smoke seems to affect genes involved in a broad range of functions related to cell maintenance and metabolism. More specifically, the metabolism of major cellular constituents such as lipids, carbohydrates, vitamins and nucleic acids is affected. Therefore, it is not surprising that cigarette smoke has so many systemic effects. In fact, many genes and functions related to non-pulmonary diseases and to the development of other organs are affected within the lungs. It is tempting to speculate that genes affected by cigarette smoke within the lungs may also be affected in other tissues/organs. Finally, the near complete overlap of biological functions affected by cigarette smoke between humans and mice validates the use of the animal model to explore the mechanisms leading to their activation.

An inherent limitation of this study was the use of a single inbred mouse strain. It is plausible that the regulation of some genes may only be significant in this strain. Further studies are required to compare gene expression profiles across different inbred mouse strains. In addition, the majority of the clinical samples were obtained from subjects undergoing surgery for lung cancer. Although, we collected non-tumor specimens as distant as possible from the tumor, cancer might still interfere with the expression of some genes and pathways.

In the present study, we found that similarities in the transcriptomic response of the lungs between humans and mice exposed to cigarette smoke reside more at the pathway and functional levels rather than the single gene level. Beyond the basic research findings, this study provides empirical data to support that limiting analysis to single genes in animal models may, in many cases, compromise the translational potential to the clinic. While mice and humans show great similarities in the response to many different stimuli, it is likely that they activate different genes, or molecular languages, to achieve the same goal. Therefore, rather than studying the involvement of specific genes, efforts should be deployed to understand the role played by specific pathways or functions. This more integrative approach in mouse would likely improve the translational potential of new findings derived from this unsurpassed pre-clinical model to study human biology and disease.

## Supporting Information

File S1 **Supporting figures and tables. Figure S1. Genes in common (orthologue) between the human and mouse expression microarrays.** Human (20,025 genes) and mouse (28,038 genes) microarrays were compared on the basis of gene names to identify orthologue genes with probes present in both sets. **Figure S2. Enrichment plot for genes modulated by cigarette smoke in mice.** Genes modulated by cigarette smoke in mice were tested for enrichment against the genes modulated by cigarette smoke in humans pre-ranked according to their fold change. **Table S1. Canonical pathways altered by cigarette smoke in the human lung only. Table S2. Canonical pathways altered by cigarette smoke in the mouse lung only.**
(DOC) Click here for additional data file.

# Supplementary material for: Impact of Cigarette Smoke on the Human and Mouse Lungs: A Gene-Expression Comparison Study
**Source:** PLoS One. 2014 Mar 24;9(3):e92498. doi: 10.1371/journal.pone.0092498
**Supplement:** File S1 — Supporting figures and tables. Figure S1. Genes in common (orthologue) between the human and mouse expression microarrays. Human (20,025 genes) and mouse (28,038 genes) microarrays were compared on the basis of gene names to identify orthologue genes with probes present in both sets. Figure S2. Enrichment plot for genes modulated by cigarette smoke in mice. Genes modulated by cigarette smoke in mice were tested for enrichment against the genes modulated by cigarette smoke in humans pre-ranked according to their fold change. Table S1. Canonical pathways altered by cigarette smoke in the human lung only. Table S2. Canonical pathways altered by cigarette smoke in the mouse lung only.

**SUPPLEMENTARY INFORMATION DOCUMENT**

**Impact of cigarette smoke on the human and mouse lungs: a gene-expression comparison study**

**FIGURE S1**

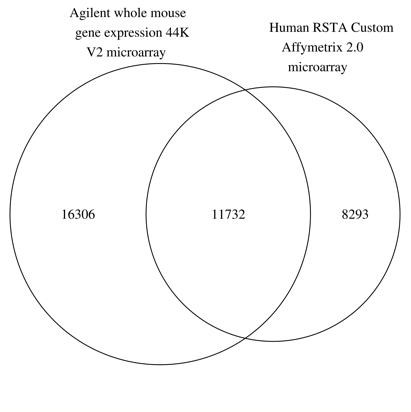

**FIGURE S2**

**
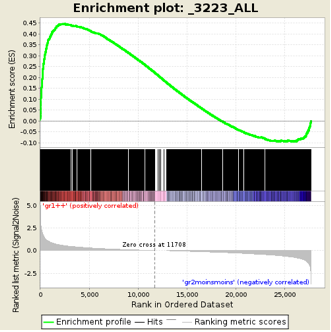
**

**TABLE S1.** Canonicalpathways altered by cigarette smoke in the human lung only

**TABLE S2.** Canonical pathways altered by cigarette smoke in the mouse lung only

How the deposited data were processed for this re-analysis (not part of the article)

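Gene expression was measured in the lungs of 5 female BALB/c mice exposed to cigarette smoke for 8 weeks and 5 exposed to room air, with 1 array per mouse. The human arrays of the paper belong to another series and were not analysed here. The authors deposited the scanner output of each array, in which Agilent Feature Extraction 9.5.3.1 gives the red and green intensity of each spot and of its background, whether the spot is well above background, and outlier flags. In the same deposited files, the scanner software gives a log10 ratio of red over green after its own background and dye correction. The authors also deposited a table of log2 values, which are the mean of both channels, with 25755 to 34294 values per array and the groups exchanged against the scanner files. The paper's text names R with limma for the mouse data and limma for the normalization, without the function, and Wilcoxon tests with Benjamini-Hochberg correction for the comparison. Replicate numbers and groups were taken from the sample labels, and no condition was inferred from values. The content of the channels is not what the labels state, and was settled from the values of Y chromosome and lung genes.

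The comparison had been written for a single green channel. As the files hold 2 colours, and red holds the lung RNA, the log2 ratio of red over green was used in its place, with the rest of the design kept. Mean spot intensities were corrected with limma's normexp method against the median local background, with an offset of 50, over all spots. Control spots were then left out, ratios were normalized by loess within each array, spots with an outlier flag were set missing (83 to 141 per array with room air and 121 to 144 with smoke; medians 101 and 127), and the spots of a probe were averaged. No filter on dim probes was applied. Probes were named through the accession in the files where the reference table held it, then by current symbol or synonym, and a gene with several probes was represented by the probe with the brightest mean red signal over all 10 arrays. No genome coordinates are given, since the build of the array design differs from that of the reference table.

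Smoke and room air were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over all probes and an adjusted p threshold of 0.05. A fold change is the antilog of the difference between group means of the log2 ratios. Of the 46 gene lists written from the paper or from general knowledge, the 44 with at least 5 measured genes were tested with camera of limma at a preset correlation of 0.01, with adjustment over the lists; fry, also of limma, was an alternative. The genes ranked by signal-to-noise ratio used the group means and SDs of the same log2 ratios. The number of arrays limits the precision of every value.

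The steps were tested on simulated data with 41130 probes and 5 arrays per group, of which 200 probes were changed. Of these 196 were recovered (98%), 12 unchanged probes were called, 0 had the wrong sign, and 0 probes were called by limma when no change was simulated. With a simulated slide effect, 89 of the 200 were recovered without a block and 195 with it.

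The 10 arrays lie on 5 slides scanned on 4 days, and each slide holds the smoke and room air arrays of the same replicate number. Arrays of the same number deviated together from their group means, with correlations across probes of 0.157, 0.46, 0.461, 0.55 and 0.415, against a median of -0.124 and a highest of 0.205 between different numbers. The slide therefore pairs the samples, and it was fitted as a block in an alternative.

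Of 31 alternatives, 24 were set before the data were examined, as were the samples, the design, the gene lists and the rule for naming genes. The other 7 were added after seeing the data, because the files held 2 colours. Of these 7, the processed green signal scaled to the 75th percentile had been planned as the main comparison. The log2 ratio that took its place was itself chosen after the files were read. Alternatives set before that change the test, the threshold or the arrays were applied to that ratio. The alternatives changed the test, the thresholds, the filter on dim probes, the background correction, the normalization, the channel, the handling of several probes of a gene, the block and the list test, and left out each of the 10 arrays in turn. The text names every gene the paper names for mice and the human-only genes of Table 3, the 10 genes with the largest rise and the 10 with the largest fall among those past the threshold with non-overlapping groups and well above background on all 5 arrays of the higher group, leaving out clone identifiers, and members of the gene lists that passed the threshold with a fold change over 2 or belong to a list of 12 or fewer. A gene of Table 3 that this rule covers is not reported here by name and is left out of the plot of Table 3. To count how often chance gives a result as large, 100 of the 126 splits of the lungs into groups of 5 were drawn, the real one included.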

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

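The tests of room air replicate 1, of the channel behind each gap, of the place of the arrays on the slide and of quantile normalization against a difference in brightness were chosen only after the results were seen.

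In 254 groups of 1 named gene and 1 exposure, the ratio of the highest or lowest array stood apart from the others in 35 by Dixon's gap ratio, where chance gives about 12.7, and genes measured in the same lung are not independent. Of the 35, 18 had room air replicate 1 as the highest. The gap, as a share of the range of the group, was 0.947 for Cxcl1, 0.916 for Saa3, 0.886 for Mmp8, 0.884 for Lcn2 and for Vnn1, 0.87 for Il1rn, 0.862 for Maff, 0.841 for Clec5a and 0.831 for Wfdc21. It was 0.823 for Ccl9 and for Cybb, 0.811 for Tlr2, 0.791 for Csf3 and for Fcgr2b, 0.77 for Txnrd1, 0.756 for Fcer1g, 0.754 for Gclc and 0.723 for Ptgir. A difference in the reference is argued against as the whole cause, since this array was the highest in red as well in all 18, and stood apart there by the same gap ratio in 14. A wrong label is argued against, since 4 of the 17 genes of Table 2 (Clec5a, Lcn2, Nek6 and Pla2g7) lay nearer to the smoke mean in that lung and the others nearer to room air. A fault of the slide is argued against as well. The acute-phase and chemokine list lay 2.645 above the other room air lungs on the log2 scale, while in the smoke array of the same slide it differed by -0.067 from the other smoke arrays. Neutrophils in the piece of lung taken may contribute, since the neutrophil list lay 1.263 higher in that lung, but the list was less raised than the acute-phase genes and a single lung keeps this open. An inflammation of that mouse unrelated to the exposure also stays open and was not tested. Without this lung the number of genes past the threshold with a fold change over 2 rose from 187 to 267, Cxcl1 passed the threshold (adjusted p = 1.49e-07, with 1.49e-07 to 0.573 over its alternatives), and the fold change of Saa3 rose from 18.7 to 45.1.

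The remaining 17 gaps, which are in the ratio of lung over reference, were spread over several arrays. The ratio of smoke replicate 4 was the lowest of the smoke arrays in Marco (0.821), Gpd1 (0.758), Aoah (0.748), Ctsk (0.745), Plet1 (0.718) and Hal (0.71), and the highest in Ccna2 (0.92, over 4 lungs). Smoke replicate 3 was the highest in Mrc1 (0.835), Serpina1e (0.793), Dnajc5b (0.741) and Cyp1a1 (0.72). Smoke replicate 1 was the lowest in Fcer1g (0.8286) and Pla1a (0.738), and smoke replicate 2 the highest in Nr1d1 (0.776). Room air replicate 4 was the highest in Gdf15 (0.764) and the lowest in Apoe (0.762), and room air replicate 3 was the lowest in Pla2g2a (0.711), which was not well above background. In red alone, 0 of the 17 stood apart by the same gap ratio. A difference in the reference channel is a candidate explanation for the 7 gaps (Apoe, Ccna2, Fcer1g, Marco, Pla1a, Pla2g2a and Plet1) in which green lay farther from the other arrays than red. In Marco and Plet1, for example, green differed from the mean of the other smoke arrays by 1.008 and 1.094 on the log2 scale, and red by -0.086 and -0.317. In the other 10, red lay farther, but red alone did not stand apart in them either. For Gpd1, Gdf15 and Nr1d1 among them, green differed from the other arrays in the same direction as red (by -0.095, 0.039 and 0.025). That narrows the difference in the ratio, so a shift of green on that array does not account for it. In the rest, a difference in the reference cannot be told apart from one in the lung. No biological explanation was tested for these gaps.

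The green channel holds the reference, which should not differ between the groups, yet 6 probes passed the threshold there, those of Itgax, Tbxas1, Ctsk, Ccl6, C1qc and C1qa. Red signal read in the green channel is a candidate explanation. Each of the 6 changed in the same direction in red, and the probe with the smallest change in red still ranked within the top 0.73% of all probes. Of these, Tbxas1, C1qc and C1qa were named after their values were seen. A difference in the reference RNA itself was not tested. Where such reading occurs, the ratio of lung over reference understates the change.

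The paper's text and Tables 2 and 3 do not name 156 of the 187 genes past the threshold with a fold change over 2, of which 142 were higher and 14 lower with smoke. Slide differences are argued against by the design, since each of the 5 slides held 1 smoke and 1 room air array. A shift shared by a slide adds equally to both groups. With the slide as a block, 5019 probes passed. Other tissue in the samples is argued against for the genes that fell. The largest fall of the 4 lists was that of heart muscle (median -0.4, camera adjusted p = 0.00232, fry adjusted p = 0.076), and 25 of 100 splits of the lungs gave a p as small. Skeletal muscle, fat and thymus genes had medians of -0.106, -0.181 and 0.026. Of the heart genes 2 of 10 passed the threshold, each by less than a fold change of 2, and of all 4 lists Cidec of the fat list was the only gene that fell by more. Less blood is argued against by the erythroid list, whose median was 0.144 with 100% of its 8 genes higher. Dilution by leukocytes is argued against for the 14 genes that fell by more than a fold change of 2, since it would lower the genes of all other cells alike and by as much, whereas the medians were -0.162 for alveolar type 1, -0.122 for endothelial and -0.031 for fibroblast genes and 0.083 for alveolar type 2 and 0.093 for ciliated genes. A difference in brightness is argued against as the whole cause. By the 75th percentile of the red signal, the smoke array was dimmer on 5 of 5 slides, by 0.027 to 0.233 on the log2 scale. Only 1 smoke array had a 75th percentile below that of every room air array. By the median red signal over background, the smoke array of slide 4 was the brighter (2.823 against 2.396 times), and on the other slides it was the dimmer. After quantile normalization of the red channel, which gives every array the same distribution of signal, 2329 probes passed, 1371 higher and 958 lower, and all 17 genes of Table 2 were higher and past the threshold. An effect of the place on the slide that is as large in green as in red is argued against as the whole cause. In green, read on the same spots, the median absolute log2 difference was 0.062, against 0.174 in red processed in the same way. There 6 probes passed and 465 did unadjusted, against 1759 and 6035 in red. Green was not fitted with the slide as a block, so these counts cannot exclude a smaller effect of the place on both channels. An effect of the place on the red channel only cannot be told apart from the exposure, since each group used only 1 place. The exposure stays among the open explanations.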

How the results depend on the processing

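The alternatives on the red channel alone, the scanner's own ratio, ratios scaled between arrays, normexp without an offset and the filter in red were chosen after seeing the data. The processed green signal had been planned as the main comparison and became an alternative after the files were read.

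Of the 127 named genes, 106 passed the threshold, and 99 of these also passed without each array in turn. The other 7 (Gpd1, Il1rn, Maff, Mmp8, Plet1, Saa3 and Tlr2) were lost without at least 1 array. Without room air replicate 1, Cxcl1, Cybb and Gpx2 passed as well. Leaving out each array gave 2102 to 3660 probes (the highest without room air replicate 1), 162 to 267 genes with a fold change over 2, 12 to 14 such genes of Table 2 and 19 to 26 of Table 3, 28 to 33 lists and 13155 to 13428 genes on the positive side of the ranking. For the human-only genes of Table 3, the median was between 0.159 and 0.374 with camera p between 0.00461 and 0.0908. The human-only genes had a p over 0.05 without room air replicate 2, 4 or 5 and without smoke replicate 1, 2 or 3. No named gene or list past the threshold changed direction in these fits.

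With the slide as a replicate block, 5019 probes passed, against 2906 without it. The block added calls for Gpx2, Sult1c2, the club cell list and the human-only genes of Table 3 and changed no other call of a named gene or list.

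The exact Wilcoxon test called 0 probes, 0 genes, 0 genes of Table 2 and 0 of Table 3 after adjustment, against 5444 probes unadjusted, since its smallest p is 0.00794. The Welch test called 1387 probes and lost 26 named genes, and limma with trend and robust lost 3. At an adjusted p under 0.01 there were 1428 probes. At a fold change over 1.5 there were 668 genes, 79.2% of them higher against 92.5% at the main threshold, and 39 genes of Table 3. Both thresholds change the counts by their construction. With the filter in green, 8586 of 17803 genes were on the positive side of the ranking, because fewer genes were ranked. Camera with an estimated correlation passed 15 of 44 lists, against 30, and gave the human-only genes (median 0.271) a p of 0.116. Fry lost 4 lists (acute-phase and chemokine, heart muscle, endothelial and natural killer cell genes) and added the human-only genes. For the block, the Welch test and the estimated correlation, the cause was not tested.

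In the authors' value table, 23 probes passed (2 higher and 21 lower; 540 unadjusted), with 20 genes (2 higher and 18 lower), 4 genes of Table 2 and 3 of Table 3, and the human-only genes reversed to a median of -0.326 (camera p = 1.35e-08). Its groups are exchanged against the scanner files, and of the 106 called genes, 93 had a value and 93 had the opposite sign. The table averages the lung with the reference, so fewer calls follow from its construction.

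The green channel, which holds the reference, gave 6 probes, 4 genes and 18 lists with normexp and the 75th percentile (161 probes unadjusted), 5, 3 and 13 with quantile normalization (514 unadjusted), 14, 4 and 17 with normexp and quantile normalization (428 unadjusted), and 6, 4 and 13 with the processed signal and the 75th percentile (465 unadjusted). In each of these, limma called 0 genes of Table 2 and 0 of Table 3. The reference RNA in this channel explains the loss by construction.

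The scanner's own ratio gave 386 genes (306 higher and 80 lower, 79.3% higher) and 35 of Table 3, and lost 12 named genes. There the human-only genes had a median of 0.318 and a camera p of 0.0624. The red channel alone with the 75th percentile gave 1759 probes, 535 genes (420 higher and 115 lower, 78.5% higher) and 34 of Table 3, and lost 8 named genes. Normexp without an offset gave 1660 probes (26.7% lower, against 38.3%), 299 genes and 34 of Table 3, and lost 8 named genes. The human-only genes then had a median of 0.297 and a camera p of 0.11. For these 3 settings the cause was not tested for each count; the effect of the offset on Table 2 is given among the other observations.

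Several settings lowered the camera p of the human-only genes from 0.0431. It was 0.000471 with the filter in green (median 0.493), 0.0118 with the filter in red (0.348), 0.000676 with the red channel and the 75th percentile (0.423), 0.000325 with the red channel and quantile normalization (0.334) and 0.013 with scaled ratios (0.403), and in each of these the list also passed after adjustment over the lists. The green channel, which holds the reference, gave a p of 9.28e-07 to 0.000101 with medians of 0.031 to 0.203.

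The median red signal was 2.16 times the background in the median room air array and 2.01 times in the median smoke array, which limits what dim probes can show. The fold change of Dcstamp, for example, was 1.38 with the offset and 2.385 without it.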

Differences from the paper's values

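The settings with the scanner's own ratio, the red channel alone, scaled ratios and no offset were chosen only after the values were seen. Below, a value comes within the paper's, or closes the gap, where one is at most 1.5 times the other, so values called close can still differ by that much. Where no normalization is named, the red channel alone is its processed signal scaled to the 75th percentile. With quantile normalization of that channel the fold changes of Ahrr (4.24), Aldh3a1 (2.70), Bhlhe41 (1.95), Mmp12 (6.075) and Dcstamp (1.504) did not come within the paper's. For a fold change, a difference under the larger of the SDs of the groups on the log2 scale would also count, but for the genes given here each of those SDs was smaller than this margin.

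For Ahrr, the paper's fold increase in mice is 11.8 and the value here is 3.89. None of the alternatives set before the data were examined comes within the paper's value (3.68 to 4.08), whereas the scanner's own ratio (8.98), the red channel alone (9.90) and no offset (7.93), chosen after seeing the values, do. For Aldh3a1, the paper's value is 11.2 and the value here 2.45, with 2.29 to 2.61 over the alternatives set before, none of which closes the gap, and 7.87 with the red channel alone, which was chosen after seeing the values and does. For Atp6v0d2, the paper's value is 4.5 and the value here 2.57, with 2.39 to 2.73 over the alternatives set before, none of which closes the gap. It is closed by settings chosen after seeing the values, namely the scanner's own ratio (3.52), the red channel with the 75th percentile (5.20) or with quantile normalization (3.01), and no offset (3.75).

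For Bhlhe41, the paper's value is 3.5 and the value here 1.88, with 1.40 to 1.96 over the alternatives set before, none of which closes the gap. The scanner's own ratio (3.17), the red channel alone (3.25) and no offset (2.89), chosen after seeing the values, do. For Mmp12, the paper's value is 26.3 and the value here 5.04, with 4.60 to 5.25 over the alternatives set before, none of which closes the gap, and 26.9 with the scanner's own ratio and 37.2 with the red channel alone, both chosen after seeing the values, which do. For Dcstamp, the paper's value is 5.8 and the value here 1.38. Neither the alternatives set before (1.33 to 1.43) nor those chosen after seeing the values (up to 3.58, red channel alone) close the gap.

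The paper gives 1713 mouse probesets and the count here is 2906. Of the alternatives set before the data were examined, the Welch test (1387), an adjusted p under 0.01 (1428), leaving out room air replicate 2 (2275), 3 (2166) or 5 (2489) and leaving out any smoke array (2102 to 2397) come within the paper's count. The others do not, among them the slide as a block (5019), the filter in green (2775), limma with trend and robust (2571), the exact Wilcoxon test (0, with 5444 unadjusted) and the value table (23). The red channel with the 75th percentile (1759) or quantile normalization (2329), scaled ratios (2405) and no offset (1660), chosen after seeing the values, also do.

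The paper gives 346 mouse genes with a fold change over 2 and the count here is 187. Leaving out room air replicate 1 (267) closes the gap, and no other alternative set before the data were examined does, from 0 with the exact Wilcoxon test (5444 probes unadjusted) to 668 at a fold change over 1.5. The scanner's own ratio (386), the red channel with quantile normalization (244) and no offset (299), chosen after seeing the values, close it. Of these genes, about 47 are lower in Fig. 1, read by eye, and 14 here. No alternative set before closes this gap, and no offset (36), chosen after seeing the values, does.

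The paper gives all genes of Table 2 a fold change over 2 in mice. Here all 17 were higher, and 12 exceeded 2, without Bhlhe41, Dcstamp, Gsta2, Nek6 and Pla2g7. Without room air replicate 1, 14 did, at a fold change over 1.5 16 did, and with settings chosen after seeing the values 16 (scanner's own ratio), 15 (red channel with the 75th percentile) and 16 (no offset) did. The legends of Figures 2 to 4 present the genes of the xenobiotic, phospholipid and oxidative stress pathways as upregulated. Of the 38 genes listed for mice in these 3 themes, 36 were higher here, 35 of them past the threshold. Camk2b (-0.37) was lower on the log2 scale and past the threshold, and Sult1c2 (-0.32) was lower and Pola1 (0.11) higher without passing it. Sult1c2 passed, as lower, in 6 of its 22 alternatives, the slide as a block among them, and Pola1 in 0 of 22. The paper's methods name Wilcoxon tests, while some of the p-values of Table 2 for mice lie below 0.00794, the smallest p of an exact Wilcoxon test of 5 against 5.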

Other observations

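The tests of the direction of the groups, of the offset and of the splits by fry were chosen only after the results were seen.

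Other splits of the 10 lungs into groups of 5 were compared with the real one. Of 100 splits, only 1, the real one, gave as many probes past the threshold, and only 1 gave as many genes with a fold change over 2. Chance is therefore argued against for these counts. For such genes of Table 2 and of Table 3, 1 each gave as many. The paper chose those genes on these lungs in this grouping, so their counts cannot test chance. Of the other splits, 2 called any probe, with at most 12, and those that part all 5 pairs of arrays on a slide called 0 probes by limma. For the number of lists, 2 of 100 gave as many, and the other splits passed a median of 11 lists by camera (1 to 30). For the human-only genes of Table 3, 15 of 100 gave a camera p as small, and chance cannot be excluded. Of the 10 splits that part all 5 pairs of arrays on a slide, 2, the real one included, gave a p as small for these genes, and the splits other than the real one passed up to 27 lists, against 30. With only 10 such splits the share cannot fall under 1 in 10, so chance cannot be excluded for the number of lists by camera. By fry, the real split passed 27 lists, the other splits a median of 0 and at most 10, and those that part all 5 pairs 0. Only 1 of the 100, the real one, gave as many by fry, which argues against chance for that number. Among the 10 splits that part all 5 pairs, the share again cannot fall under 1 in 10. The same limit holds for the probe and gene counts.

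The groups of the value table are exchanged against those of the scanner files, and 1 of the 2 may carry wrong labels. In the lungs the scanner files assign to smoke, 17 of the 17 genes of Table 2 were higher, as in the paper. This alone does not decide which labels are right, since the paper chose these genes on the same arrays. The targets of Nrf2, a factor that oxidants activate, had been listed from general knowledge, and 14 of them are not named by the paper. All 14 were higher in the same lungs, with a median log2 difference of 0.392, and their mean was higher in every array assigned to smoke than in every other array (two-sided exact permutation test, p = 0.00794, the smallest it can give). On the premise that smoke raises these targets, which the values themselves do not test, an exchange in the scanner files is argued against. The 3 targets of the aryl hydrocarbon receptor that the paper does not name are too few to add to this. No record of the samples was at hand to settle the labels.

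Many of the genes higher with smoke belong to myeloid cells, and the 8 myeloid genes of Table 2 had a median log2 difference of 1.773. A larger share of resident alveolar macrophages could raise them. As the whole cause this is argued against, because the list of alveolar macrophage genes had a median of 0.298 with 70% of its 10 genes higher, and its members moved apart, with Marco at 6.05-fold and Chil3 at 4.33-fold, while Cidec, which fat cells also express, was lower (log2 difference -1.025, adjusted p = 0.0105, with 0.000112 to 0.832 over its alternatives). A change in these cells, or recruited macrophages, stays open. Neutrophil influx cannot be told apart from its absence, since the neutrophil list had a median of 0.095 (adjusted p = 0.12) and this rests on room air replicate 1, without which the median was 0.498. The list also passed with ratios scaled between arrays.

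Bhlhe41, a gene of the clock, was higher with smoke, and a difference in clock phase, such as the hour of death, is a candidate explanation. A list written for the negative arm of the clock, which also holds the clock output gene Dbp, had a median of 0.644 (adjusted p = 6.73e-07). In it Dbp was at 3.93-fold, Nr1d2 at 2.75-fold and Nr1d1 at 2.52-fold. The value of Nr1d1 rests on its brightest probe. Its dimmer probes had log2 differences of 0.29 (adjusted p = 0.0508, limma) and 0.024 (adjusted p = 0.956). The list for the positive arm had a median of -0.234 (adjusted p = 0.00331). Both lists passed by fry, and neither with an estimated correlation (adjusted p = 0.0514 and 0.14). Of 100 splits, 1 and 3 gave a p as small. The mean of the negative arm lay 0.65 to 0.80 above the room air mean in the smoke arrays and from -0.21 to 0.30 in the room air arrays, and that of the positive arm from -0.45 to -0.34 and from -0.20 to 0.21. Bhlhe41 belongs to neither list. An effect of smoke on the clock stays open, as the hours of death are not known here.

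The fold changes of Table 2 lie below the paper's for most genes, and the offset added in the background correction is a candidate explanation. Without it, 17 of 17 fold changes were larger, by a median of 0.703 on the log2 scale in the 8 dimmest genes and 0.103 in the 9 brightest.

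For humans, the paper traces pathways active only there to genes that include CXCL1, CSF3, APOE and APOC2. In the mouse lungs none of these 4 genes passed the threshold of limma's test on the ratio of lung over reference. The log2 difference was 1.595 for Cxcl1 (adjusted p = 0.369), higher in 5 of 5 smoke-exposed lungs than the room air mean, with room air replicate 1 far above the other room air lungs. Without that lung Cxcl1 rose 5.98-fold and passed (adjusted p = 1.49e-07, limma), so its result rests on 1 lung. The log2 difference was 0.27 for Apoe (adjusted p = 0.534) and 0.36 for Apoc2 (adjusted p = 0.617), each higher in 4 of 5 smoke-exposed lungs than the room air mean. Csf3 was well above background in 1 of 5 room air lungs and 0 of 5 smoke-exposed lungs. Apoe passed in 2 of its 22 alternatives. With the processed signal of the red channel alone, chosen after seeing the data, Apoe rose 1.70-fold (adjusted p = 0.00263, limma). There Apoc2 did not pass (adjusted p = 0.652). The log2 red signal of Apoe was 16.22 to 16.27 in the smoke-exposed lungs and 15.49 to 15.68 with room air. The ratio therefore does not show that Apoe was unchanged in the lung.

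A list of 17 genes of osteoclasts, of which Acp5, Atp6v0d2, Dcstamp and Spp1 are in Table 2 and were chosen by the paper on these lungs, had a median of 0.152 and a mean of 0.583 (camera adjusted p = 1.82e-06), and passed by fry and with an estimated correlation. Of its genes 6 passed the threshold, and 9 adjusted over the list alone. The 10 targets of the aryl hydrocarbon receptor had a median of 1.085 (adjusted p = 2.24e-10) and passed by both as well, but all 5 of them that passed with a fold change over 2 are listed for mice by the paper, which chose them on these lungs. Dendritic cell genes had a median of 0.301 (adjusted p = 1.42e-05), with Itgax at 2.53-fold, and 2 of 100 splits gave a p as small. For plasma cell genes (median 0.252, adjusted p = 0.0162), smooth muscle genes (median -0.327, adjusted p = 2.76e-05) and natural killer cell genes (median -0.282, adjusted p = 0.0361), 8, 7 and 21 of 100 splits did, so chance cannot be excluded. These last 4 lists did not pass with an estimated correlation. Among the lists reported elsewhere that passed by camera, 19 of 100 splits gave a p as small for B cell, 34 for acute-phase and chemokine, 13 for alveolar type 1, 55 for endothelial, 25 for heart muscle and 23 for erythroid genes, so chance cannot be excluded for these either.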
